A study of Homo sapiens with 9 samples. Its data were reported in "A comprehensive enhancer screen identifies TRAM2 as a key and novel mediator of YAP oncogenesis" (2021).

How the data were processed

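Poly(A)+ RNA of MCF10A-YAP cells was sequenced from 9 TruSeq libraries. MCF10A is an immortalised, non-transformed line of breast epithelial cells, and MCF10A-YAP cells overexpress a constitutively active form of the transcription coactivator YAP. Per the labels, the cells were transduced with a vector for a single guide RNA (sgRNA), selected with antibiotic and grown to confluence. There were 3 groups of 3 libraries: a non-targeting control sgRNA, and the sgRNAs TRAM2-KO1 and TRAM2-KO2 against TRAM2. Libraries carry the letters A, B and C within each group. The series design text names other conditions, namely an empty vector and overexpression of TRAM2 and of YAP, which conflict with the series title and the sample labels; groups were taken from the sample labels. The same text speaks of biological replicates, and nothing else in the labels says how far the cultures of a group were kept apart.

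The authors removed adapters with cutadapt and quantified transcripts with Salmon; the versions, the transcript release and the genome build are not given in the sources used here. For each library the deposited values were expected (estimated) counts of reads per transcript, without normalisation. The deposited TPM values are scaled over all transcripts of a library. The deposited effective length of a transcript is its length less the mean fragment length that Salmon used, a shift of 249 nt for long transcripts in all 9 libraries.

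The deposited estimated counts were summed over the transcripts of each gene and rounded. Transcripts were assigned to genes through GENCODE release 44 mapped to GRCh37. Of 226030 transcripts, 220336 (97.5%) had a gene, and between 98.4% and 98.5% of the reads of each library fell on them. Of 59293 genes, 15139 passed edgeR's filterByExpr with a minimum of 10 reads and were tested. Libraries were scaled with TMM factors, and log2 values per library used a prior count of 2. CPM values are counts scaled to the TMM-adjusted library size. Gene positions and exons are given on GRCh37, which need not be the build the authors used. GC content was that of each gene's longest transcript.

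A quasi-likelihood model in edgeR was fitted to all 9 libraries with the 3 groups as its terms. The 4 contrasts tested were TRAM2-KO1 against control, TRAM2-KO2 against control, the mean of both guides against control, and TRAM2-KO2 against TRAM2-KO1. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and tests were two-sided. A gene was called when its adjusted p was under 0.05 and its log2 fold change was beyond 0.5 in either direction, the limits the study used. "Rose" and "fell" refer to an adjusted p under 0.05 at any size of change. Adjusted p values of genes are edgeR's unless another tool is named.

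Before the data were examined, 32 gene lists were fixed from general knowledge of epithelial cells, the secretory pathway and YAP, and 29 of them had at least 5 measured members and were tested. The list called junction genes here also holds other genes of epithelial identity. The list test was limma's camera with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison. Beside it stand camera with a correlation estimated from the data, and fry. For each list the members with an adjusted p under 0.05 were counted over all genes tested and, separately, adjusted over the list alone. The list of the study's enhancer target genes and the list of TRAM2 with the proteins that the study found to depend on it were both chosen by the study from cells of this kind, and are not independent evidence.

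Genes were named by a rule that was also set before the data were examined. The rule takes TRAM2, FSTL1, P3H1 and the 6 enhancer target genes of the study. For TRAM2-KO1, TRAM2-KO2 and the difference between the guides it takes the 8 most positive and the 8 most negative called genes whose libraries do not overlap between the groups and whose mean is at least 1 CPM. It adds up to 12 genes per direction called with both guides, and up to 4 members of each list, those with the smallest p in the mean of both guides. Genes known only by a clone name were left out except where the study or a list names them. NID2, PXDN and CSF1, called with both guides, and COL1A1, COL1A2 and COL3A1, used in a test on fibroblasts, are named outside this rule. Where the text names any other gene outside it, it says so. Results of some genes that the rule takes are not reported here.

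Each library held between 21.7 and 27.6 M estimated reads. The common biological coefficient of variation was 5.86%. Intervals are at 95% and, like a limit of 3 counts for genes without reads, cover the error that the fitted model or the counts express, not differences between separate rounds of editing. Guide sequences were taken from the primer list of the study and matched to GRCh37 with up to 3 mismatches.

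The procedure was tested on simulated data drawn from the means and sizes of the real libraries. In that simulation of TRAM2-KO1 against control, over 14926 genes, genes changed by a log2 value of 0.4, 0.8 and 1.2 reached an adjusted p under 0.05 in 52.2%, 72.7% and 84.4% of cases, and 5 unchanged genes were called. With a GC trend added to the simulated libraries, 9 unchanged genes were called, and 4 after the trend was removed. At any size of change, 28 unchanged genes had an adjusted p under 0.05 with the trend, against 10 without it and 10 after its removal. Genes changed by 0.4 reached that limit in 35.8% of cases with the trend and in 55.2% after its removal. The simulated shift of a list was recovered and 0 other lists were called. Splits of the real libraries that mixed a knockout group with the controls passed up to 8 lists for TRAM2-KO1 and 9 for TRAM2-KO2, with 0 genes called. The simulation is therefore not taken as a measure of false list calls in the real libraries.

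The alternatives were DESeq2 with its own size factors, RLE factors in edgeR, no filter on low counts, a stricter filter at a mean of 5 CPM, transcript length offsets from the deposited effective lengths and TPM, only the groups compared in the fit, no limit on the fold change, protein-coding genes only, and each library left out in turn. A further 3 alternatives were chosen after the data were seen, namely removal of each library's GC trend with a spline of 5 degrees of freedom, TRAM2-KO1 represented by library A alone, and removal of genes with at most 3 reads in 1 library and at least 50 in another. Counts of genes were also set against other splits of the libraries into groups of the same size.

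Tool versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.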

Results

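The data were 9 mRNA sequencing libraries of MCF10A-YAP cells, breast epithelial cells that carry a constitutively active YAP, the effector of the Hippo pathway. The cells had received a non-targeting control sgRNA or the sgRNAs TRAM2-KO1 or TRAM2-KO2, with 3 libraries in each group. TRAM2 is a component of the translocon, the channel through which secreted and membrane proteins enter the endoplasmic reticulum (ER), and the study had found it as a gene controlled by a YAP-bound enhancer. Control libraries held 25.2 ± 0.0938 M estimated reads (mean ± SD, n = 3), TRAM2-KO1 libraries 25.1 ± 3.02 M and TRAM2-KO2 libraries 26.7 ± 1.15 M. Single libraries held 25.3, 25.2 and 25.1 M reads in control A, B and C, 27.6, 21.7 and 26.1 M in TRAM2-KO1 A, B and C, and 27.1, 25.4 and 27.6 M in TRAM2-KO2 A, B and C. Between 14384 and 14943 genes had at least 10 reads per library. Mitochondrial genes took 2.74% to 3.93% of the reads and the 10 most abundant genes 8.36% to 9.93%. Ribosomal RNA took 0.347% to 0.351% of the reads in controls, 0.423% to 0.447% in TRAM2-KO1, and 0.442%, 0.336% and 0.361% in TRAM2-KO2 A, B and C. By the chi-square per degree of freedom between libraries, TRAM2-KO1 A was nearer to TRAM2-KO2 A (5.88) than to TRAM2-KO1 B (13.8) and C (8.44). Each value below rests on 3 libraries per group, and SE is the standard error of a log2 fold change.

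TRAM2 mRNA fell by 55.5% with TRAM2-KO1 and by 55.1% with TRAM2-KO2. TRAM2 (ENSG00000065308, GRCh37 chromosome 6, 52362206 to 52441858, minus strand) stood at 481, 464 and 475 CPM in control A, B and C, at 219, 210 and 203 CPM in the TRAM2-KO1 libraries and at 216, 212 and 210 CPM in the TRAM2-KO2 libraries. These levels rest on 11331 to 11792 reads per control library and 4545 to 5953 reads per knockout library, and all 6 knockout libraries lay below all 3 controls. The log2 fold change was -1.17 (SE 0.0326, 95% interval -1.24 to -1.09, adjusted p = 4.93e-08) with TRAM2-KO1 and -1.16 (SE 0.0325, interval -1.23 to -1.08, adjusted p = 4.7e-08) with TRAM2-KO2. The guides left similar levels, with a difference of 0.01 (SE 0.0327, interval -0.0606 to 0.0842, adjusted p = 0.879). The guide of TRAM2-KO1, ATGCTCCAGCTATATGCACC, matched coding sequence in exon 7 of 11 of TRAM2 at 52372361 to 52372380. The guide of TRAM2-KO2, GTCAACAGAATACTCACGGG, matched 52374309 to 52374328 at the boundary of exon 5, with 3 of its bases inside the exon. Allowing up to 3 mismatches, the guides had 4 and 3 other sites in the genome, with 0 called genes within 5 kb of them. Read totals of a gene do not show which alleles were edited.

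The study found lower protein levels for FSTL-1, a secreted glycoprotein, and for P3H1 (LEPRE1), an ER enzyme that hydroxylates collagen prolines. From RNA sequencing and qRT-PCR it reported that the TRAM2 knockouts left FSTL1 mRNA unaltered. Its RNA sequencing limit was a log2 fold change of 0.5. The next question was whether smaller mRNA changes accompany the lower protein levels. P3H1 mRNA (ENSG00000117385, chromosome 1, 43212006 to 43232755) fell by 25.7% with TRAM2-KO1 and 28.2% with TRAM2-KO2, from 60.2 ± 2.62 CPM (SD) in controls to 44.7 ± 0.784 and 43.3 ± 0.445 CPM. Its log2 fold changes were -0.43 (SE 0.0401, adjusted p = 0.000199) and -0.48 (SE 0.04, adjusted p = 7.97e-05), short of the limit of 0.5 for a call. FSTL1 mRNA (ENSG00000163430, chromosome 3, 120111140 to 120169863) fell by 11.2% and 16.3%, from 867 ± 6.72 CPM to 770 ± 26.2 and 726 ± 6.85 CPM. Its log2 fold changes were -0.17 (SE 0.0284, adjusted p = 0.00814) and -0.26 (SE 0.0284, adjusted p = 0.000565), also short of the limit of 0.5. With transcript length offsets they were -0.26 (adjusted p = 0.133) and -0.31 (adjusted p = 0.0502), no longer past the threshold. Of the other enhancer target genes of the study, KIF18A, a mitotic kinesin, rose with TRAM2-KO2 at 0.22 (adjusted p = 0.0421). It no longer passed when any single control or TRAM2-KO2 library was left out. CCND1, which encodes cyclin D1, had log2 fold changes of 0.04 and 0.06, and MYC values of -0.13 (adjusted p = 0.0579) and -0.04. SLC39A1 had values of 0.07 and 0.07, and TMEM158 values of -0.02 and 0.21, none of them past the test. The list of these 6 genes, TRAM2 among them, did not pass limma camera with either guide (adjusted p = 0.324 and 0.629). With TRAM2-KO1 its median was 0.01 and its mean -0.19. With TRAM2-KO2 its median was 0.06 and its mean -0.11, camera gave it as up and fry as down, and the sign of the list therefore depends on the summary. The negative mean rests on TRAM2, the targeted gene itself, at -1.16. Of the 6 genes 4 had positive values, and MYC at -0.04 was the only other negative one. The study chose this list, so its direction is not independent evidence.

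**Figure D1:**
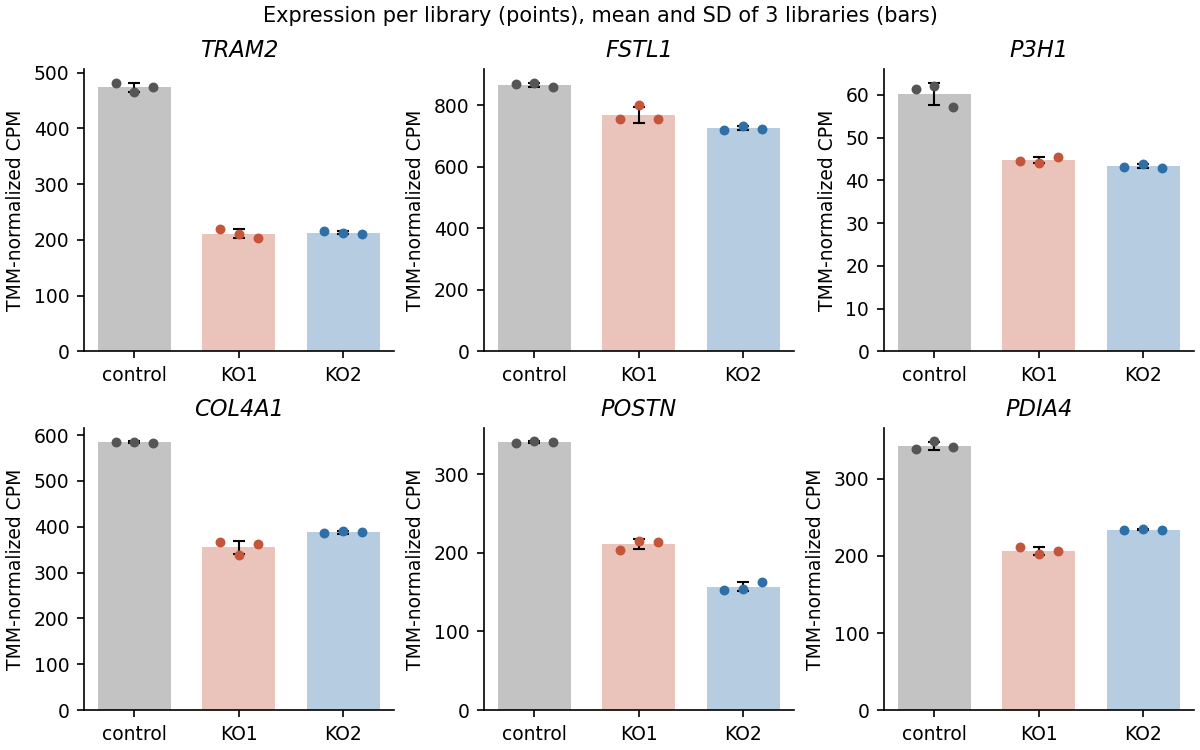
Normalised levels (CPM) of TRAM2, FSTL1, P3H1, COL4A1, POSTN and PDIA4 in each library, with points for libraries, bars for group means and lines for the SD. In all 6 panels the knockout libraries lie below the controls.

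The comparison of TRAM2-KO1 with control asks which transcripts change when TRAM2 is lost through the first guide. Collagen genes fell. Of 18 measured collagen genes, 11 fell and 0 rose (13 and 0 adjusted over the list alone), with a median log2 fold change of -0.39. COL4A1 and COL4A2, which encode the chains of basement membrane collagen IV, changed by -0.72 (SE 0.0312, adjusted p = 1.14e-06) and -0.78 (SE 0.0759, adjusted p = 0.000257), and COL4A1 went from 585 ± 1.51 to 355 ± 14.6 CPM. COL5A3 changed by -1.67 (SE 0.278, adjusted p = 0.00862) at a low level of 2.33 CPM in controls. Enzymes and chaperones that modify collagen fell with them, 14 of 28 measured genes against 1 that rose (15 and 2 adjusted over the list alone). Among these were the lysyl hydroxylases PLOD1 and PLOD2, at -0.47 and -0.39. The list called ER chaperones here also holds other genes of the unfolded protein response of the ER. Of its 27 genes, 9 fell and 0 rose (10 and 2 adjusted over the list alone). Among those that fell was PDIA4, a protein disulfide isomerase, at -0.73 (SE 0.0271, adjusted p = 2.97e-07).

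Of 52 mesenchymal genes, 17 fell and 1 rose with TRAM2-KO1 (25 and 1 adjusted over the list alone). POSTN, which encodes the matrix protein periostin, changed by -0.69 (SE 0.0329, adjusted p = 2.32e-06), from 341 ± 0.693 to 211 ± 6.26 CPM. DCN, which encodes the proteoglycan decorin, changed by -0.50 (SE 0.0624). Of 11 genes of hemidesmosomes and laminin-332, which anchor epithelial cells to the basement membrane, 6 fell and 0 rose (9 and 0 adjusted over the list alone). Among them were LAMA3 at -0.40 and the integrin genes ITGA3 at -0.50 and ITGA6 at -0.36. Other genes that fell were SLIT3, a secreted guidance ligand, at -1.16 (SE 0.126), the complement protease gene C1S at -1.06, the collagen receptor gene MRC2 at -0.99, the hyaluronidase gene CEMIP at -0.82 and the placental alkaline phosphatase gene ALPP at -0.99 (SE 0.0521), whose reads may be shared with its close paralogs. Genes that rose included PSCA, a membrane-anchored antigen, at 0.63 (SE 0.0645), PTGS2, the inducible cyclooxygenase, at 0.45 (SE 0.0718) and the early response gene EGR1 at 0.59 (SE 0.0837). Each of the named genes of these paragraphs lay beyond all controls in 3 of 3 TRAM2-KO1 libraries.

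In total, 73 genes were called with TRAM2-KO1, 8 up and 65 down, and 440 had an adjusted p under 0.05 at any size. Of 29 lists, 13 passed limma camera, 4 up and 9 down. Collagens (adjusted p = 3.49e-14, and adjusted p = 0.0241 with an estimated correlation) and mesenchymal genes (2.62e-12, and adjusted p = 0.0184 with an estimated correlation) passed both ways. Collagen enzymes (1.12e-07, median -0.24), hemidesmosome genes (2.04e-09, median -0.36) and ER chaperones (2.62e-05, median -0.08) passed only the preset test, with adjusted p = 0.052, adjusted p = 0.0556 and adjusted p = 0.0968 with an estimated correlation. Genes of TGF-beta signalling, with 6 down and 1 up of 26 (10 and 2 adjusted over the list alone), had an adjusted p of 0.00188 and a median of -0.14 (adjusted p = 0.148 with an estimated correlation). The medians of these lists, junction genes included, were below all controls in 3 of 3 libraries. Genes of the G2 and M phases of the cell cycle passed in the upward direction, with 3 up and 0 down of 49 (9 and 0 adjusted over the list alone), at a median of 0.08 (adjusted p = 3.66e-07, and adjusted p = 0.156 with an estimated correlation). CCNB1, which encodes cyclin B1, rose by 0.21 (SE 0.0385). Genes of the G1/S transition and DNA replication passed in the downward direction, with 2 down and 0 up of 46 (2 and 0 adjusted over the list alone), at a median of -0.03 (adjusted p = 0.0137, and adjusted p = 0.148 with an estimated correlation).

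GC-rich genes were lower in TRAM2-KO1, and several of these groups moved with that trend. Across genes, which are not independent replicates, the log2 fold change with TRAM2-KO1 had a Spearman correlation of -0.54 with GC content, and -0.02 with TRAM2-KO2. The 240 genes with a GC content of 65% or more had a median log2 fold change of -0.29 with TRAM2-KO1. The trend was in libraries B and C (correlations of a library's deviation with GC content of -0.667 and -0.472) and not in library A (0.248), while controls had 0.293, 0.345 and 0.226 and TRAM2-KO2 libraries 0.537, 0.235 and -0.136. Genes called down had a median GC content of 58.1%, against 47.6% of all tested genes. With the GC trend of each library removed, 48 genes were called, 12 up and 36 down, and 39 of the 73 were among them. ITGA3 went from -0.50 (SE 0.0482) to -0.33 (SE 0.0283) and still fell. The receptor gene LRP1 went from -0.64 (SE 0.137, adjusted p = 0.0334) to -0.50 (SE 0.151, adjusted p = 0.122) as its estimate moved towards 0 and its error grew. Collagens, mesenchymal genes, collagen enzymes, ER chaperones and hemidesmosome genes then all passed with an estimated correlation, at an adjusted p of 0.00883. Their medians were then -0.33, -0.12, -0.15, -0.09 and -0.16, nearer to 0 than before in all but the ER chaperones. TGF-beta genes went from a median of -0.14 to -0.04 (adjusted p = 0.00628, and adjusted p = 0.129 with an estimated correlation). Represented by library A alone, TRAM2-KO1 had 46 called genes, 25 of them shared. Without library A the count was 352, with 69 shared, and with transcript length offsets it was 41. With those offsets COL5A3, SLIT3, C1S, MRC2, CEMIP, DCN, ITGA3, PTGS2 and CCNB1 no longer passed, and C1S, CEMIP, LRP1 and CCNB1 did not when any 1 of the 3 controls was left out.

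**Figure D2:**
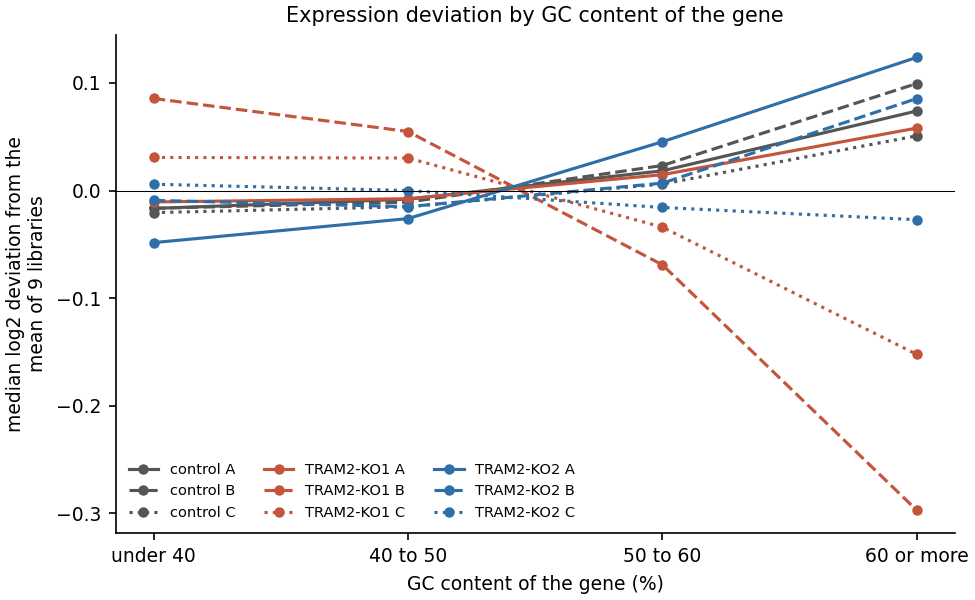
Median log2 deviation from the mean of all 9 libraries, for genes in 4 classes of GC content, 1 line per library. In genes with a GC content of 60% or more the median is -0.30 in TRAM2-KO1 B and -0.15 in TRAM2-KO1 C, and 0.06 in TRAM2-KO1 A.

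The comparison of TRAM2-KO2 with control asks the same question through the second guide. Mesenchymal genes fell, 27 of 52 against 2 that rose (39 and 2 adjusted over the list alone), with a median log2 fold change of -0.25. POSTN changed by -1.12 (SE 0.0333, adjusted p = 4.7e-08), from 341 ± 0.693 to 157 ± 5.33 CPM, and DCN by -1.17 (SE 0.0645, adjusted p = 6.66e-06). Collagen genes fell, 8 of 18 against 1 that rose (10 and 1 adjusted over the list alone), with COL4A1 at -0.59 (SE 0.0311, adjusted p = 5.19e-06) and COL4A2 at -0.57 (SE 0.0756), while COL5A3 fell by 64.8%. Of the collagen enzymes 11 fell and 0 rose (16 and 1 adjusted over the list alone), with PLOD2 at -0.54, PLOD1 at -0.41 and the prolyl hydroxylase gene P4HA1 at -0.28. Of the ER chaperones 10 fell and 0 rose (13 and 0 adjusted over the list alone), with PDIA4 at -0.55 (SE 0.0269, adjusted p = 3.66e-06), HYOU1 at -0.38, HSP90B1 at -0.34 and HSPA5 (BiP) at -0.27.

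Epithelial junction genes rose with TRAM2-KO2, 13 of 34 against 1 that fell (21 and 1 adjusted over the list alone), with a median of 0.22. CLDN1, a tight junction claudin, changed by 0.90 (SE 0.072, adjusted p = 5.5e-05), from 10.6 to 19.8 CPM. DSG3, a desmosomal cadherin, changed by 0.75 (SE 0.0554, adjusted p = 3.12e-05). All 7 measured members of the list of basal keratins and basal markers rose (7 adjusted over the list alone), at a median of 0.48. All 7 are keratin genes, and no other basal marker of the list was measured. KRT15 changed by 0.90 (SE 0.0623, adjusted p = 2.55e-05), from 27.2 to 51.0 CPM, KRT16 by 0.98 (SE 0.0896), KRT6B by 0.52 and KRT17 by 0.27, although keratin paralogs may share reads. PTGS2 at 0.99 (SE 0.0702), PADI2, a peptidylarginine deiminase, at 1.06, the mucosal keratin gene KRT13 at 1.12 (SE 0.102) and PSCA at 1.07 (SE 0.0636) rose as well. Of 49 G2 and M phase genes, 14 rose and 0 fell (34 and 0 adjusted over the list alone), with CCNB1 at 0.35, AURKA at 0.30 and KIF20A at 0.24. Of the G1/S genes, 5 fell and 0 rose (6 and 0 adjusted over the list alone), with E2F8 at -0.24 and CLSPN at -0.18. The named genes of these paragraphs lay beyond all controls in 3 of 3 TRAM2-KO2 libraries.

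In total, 98 genes were called with TRAM2-KO2, 52 up and 46 down, and 639 had an adjusted p under 0.05 at any size. Of 29 lists, 18 passed limma camera, 7 up and 11 down, and 8 also with an estimated correlation. These 8 were mesenchymal genes (adjusted p = 7.02e-23, and adjusted p = 0.00307 with an estimated correlation), junction genes (4.69e-13, and adjusted p = 0.0128), and, each with adjusted p = 0.0242, collagens, collagen enzymes, ER chaperones (all 7.51e-10), G2 and M phase genes (1.85e-18), G1/S genes (4.16e-05) and targets of the inflammatory factor NF-kB (4.16e-05). Basal keratins passed the preset test at 6.81e-12 (adjusted p = 0.0516 with an estimated correlation). NF-kB genes had 4 up and 2 down of 27 (8 and 2 adjusted over the list alone) and a median of 0.25, with NFKBIA at 0.68 and ICAM1 at -0.49. Immediate early genes, with 7 up and 2 down of 32 (14 and 3 adjusted over the list alone), had an adjusted p of 4.5e-06 (adjusted p = 0.0814 with an estimated correlation), with ATF3 at 0.64 and EGR1 at 0.48. Hemidesmosome genes had 1 up and 3 down (1 and 4 adjusted over the list alone) and an adjusted p of 0.0415 (adjusted p = 0.309 with an estimated correlation), and genes of TGF-beta signalling 3 up and 6 down (5 and 11 adjusted over the list alone) and an adjusted p of 0.0362 (adjusted p = 0.202 with an estimated correlation). The 28 targets of YAP and its partner TEAD had 1 up and 6 down (3 and 8 adjusted over the list alone), a median of -0.04 and an adjusted p of 0.00322 (adjusted p = 0.0872 with an estimated correlation), and with TRAM2-KO1 3 up and 3 down at an adjusted p of 0.153. With the GC trend removed, 119 genes were called with TRAM2-KO2, 68 up and 51 down, and 96 of them were shared. In that fit 1061 genes had an adjusted p under 0.05 at any size, and 12 lists passed with an estimated correlation. With a mean of at least 5 CPM required of each gene, 58 genes were called with TRAM2-KO2. With transcript length offsets the count was 57, without COL5A3, P4HA1, KRT17, KIF20A, E2F8, CLSPN or ICAM1 past the test. E2F8 and KIF18A did not pass when any 1 control or TRAM2-KO2 library was left out, CLSPN without any control or TRAM2-KO2 A or B, ICAM1 without control B or C or TRAM2-KO2 A or C, COL5A3 without control A or B or TRAM2-KO2 A, and EGR1 without control A.

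The contrast of both guides with control gives the mean change over the guides, beside the genes called with each. Of 22 genes called with both guides, 18 were lower and 4 higher with both, and 0 went in opposite directions. The lower ones included TRAM2, the collagen genes COL4A1, COL4A2 and COL5A3, the basement membrane genes NID2 and PXDN, POSTN, DCN, PDIA4, MRC2, LRP1, SLIT3, C1S, CEMIP, ALPP, the receptor tyrosine kinase gene ROS1 and the growth factor gene CSF1, and PSCA was among the higher ones. The other higher ones, MAGT1, CENPS-CORT and CNTRL, are genes whose estimated reads may have moved between overlapping or related transcripts, and their fold changes are uncertain. As the mean over both guides, 25 of 52 mesenchymal genes fell and 1 rose (35 and 2 adjusted over the list alone), 10 of 18 collagens fell (12 adjusted over the list alone), 14 of 28 collagen enzymes fell and 1 rose (15 and 1 adjusted over the list alone), and 9 of 27 ER chaperones fell (14 and 1 up adjusted over the list alone). Their medians were -0.22, -0.35, -0.25 and -0.10, below all controls in 6 of 6 knockout libraries. Of the G2 and M phase genes 8 rose and 0 fell (30 and 0 adjusted over the list alone), and of the G1/S genes 3 fell and 0 rose (4 and 0 adjusted over the list alone). A mean can also pass through 1 guide, as it did for junction genes, which were higher in the mean (adjusted p = 0.00684, and adjusted p = 0.131 with an estimated correlation).

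These 6 lists passed limma camera in the mean of both guides also with an estimated correlation. The adjusted p with the preset and with the estimated correlation was 9.06e-21 and 0.00405 for mesenchymal genes, 1.87e-14 and 0.0242 for collagens, 2.48e-10 and 0.0242 for collagen enzymes and 1.51e-08 and 0.0367 for ER chaperones. It was 1.12e-15 and 0.043 for G2 and M phase genes and 0.000116 and 0.043 for G1/S genes. The mean contrast called 60 genes, 20 up and 40 down, and 97 without library A of TRAM2-KO1. Both knockout groups were compared with the same 3 controls. Independent lists of this size would share 0.225 genes. In 60 simulations both groups were unchanged and had a common set of controls, and they shared 0 genes. Over 10646 genes the fold changes of the guides had a correlation of 0.550, against 0.503 (0.350 to 0.616) in the simulations, and a covariance of 0.0179, against 0.00503 (0.00327 to 0.00751), a difference of 0.0129. The share of genes with the same sign was 62.3%, against 66.8% in the simulations. In these simulations the groups had their controls in common, so the covariance exceeded what sharing simulated controls gave there. The correlation lay inside the simulated range and the share with the same sign below it. With the GC trend removed that share was 66.3%, inside the simulated range of 65.7% to 68.5%, and the covariance was 0.0178. A difference of the control cells other than TRAM2 was not simulated and may account for part of the excess.

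**Figure D3:**
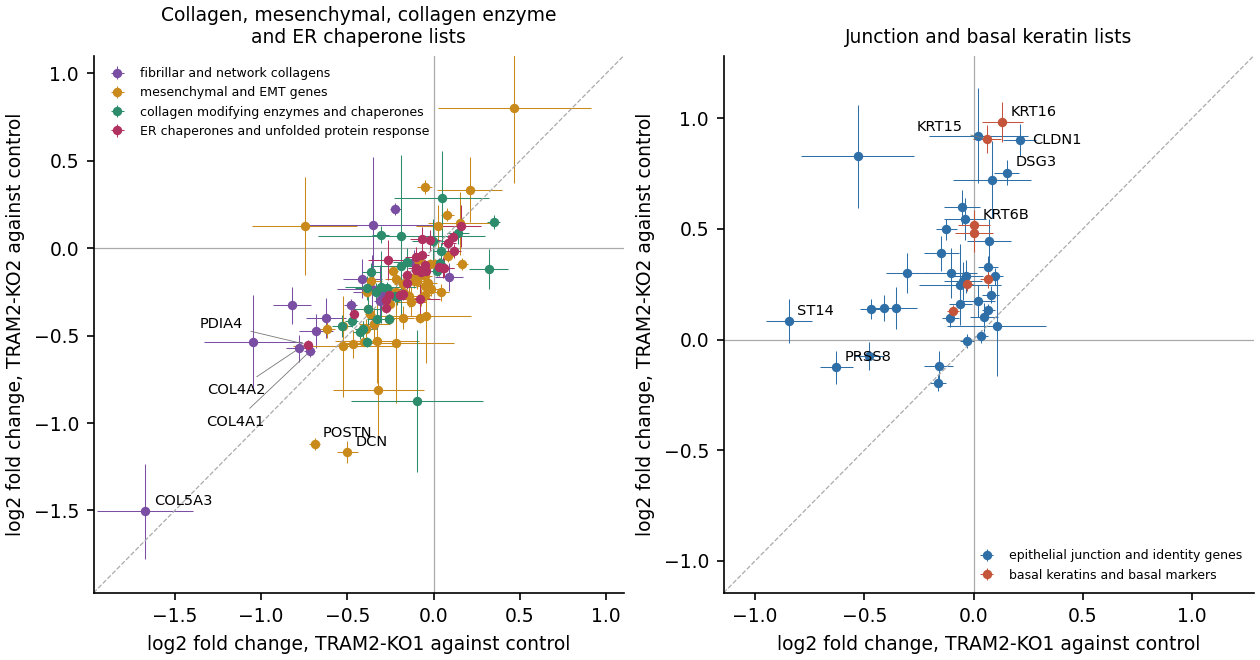
Log2 fold change with TRAM2-KO1 (horizontal) and with TRAM2-KO2 (vertical) of members of the collagen, mesenchymal, collagen enzyme and ER chaperone lists on the left, and of the junction and basal keratin lists on the right, with standard errors. COL4A1 (-0.72 and -0.59) and POSTN (-0.69 and -1.12) are lower with both guides, and KRT15 (0.06 and 0.90) is higher with TRAM2-KO2.

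**Figure D4:**
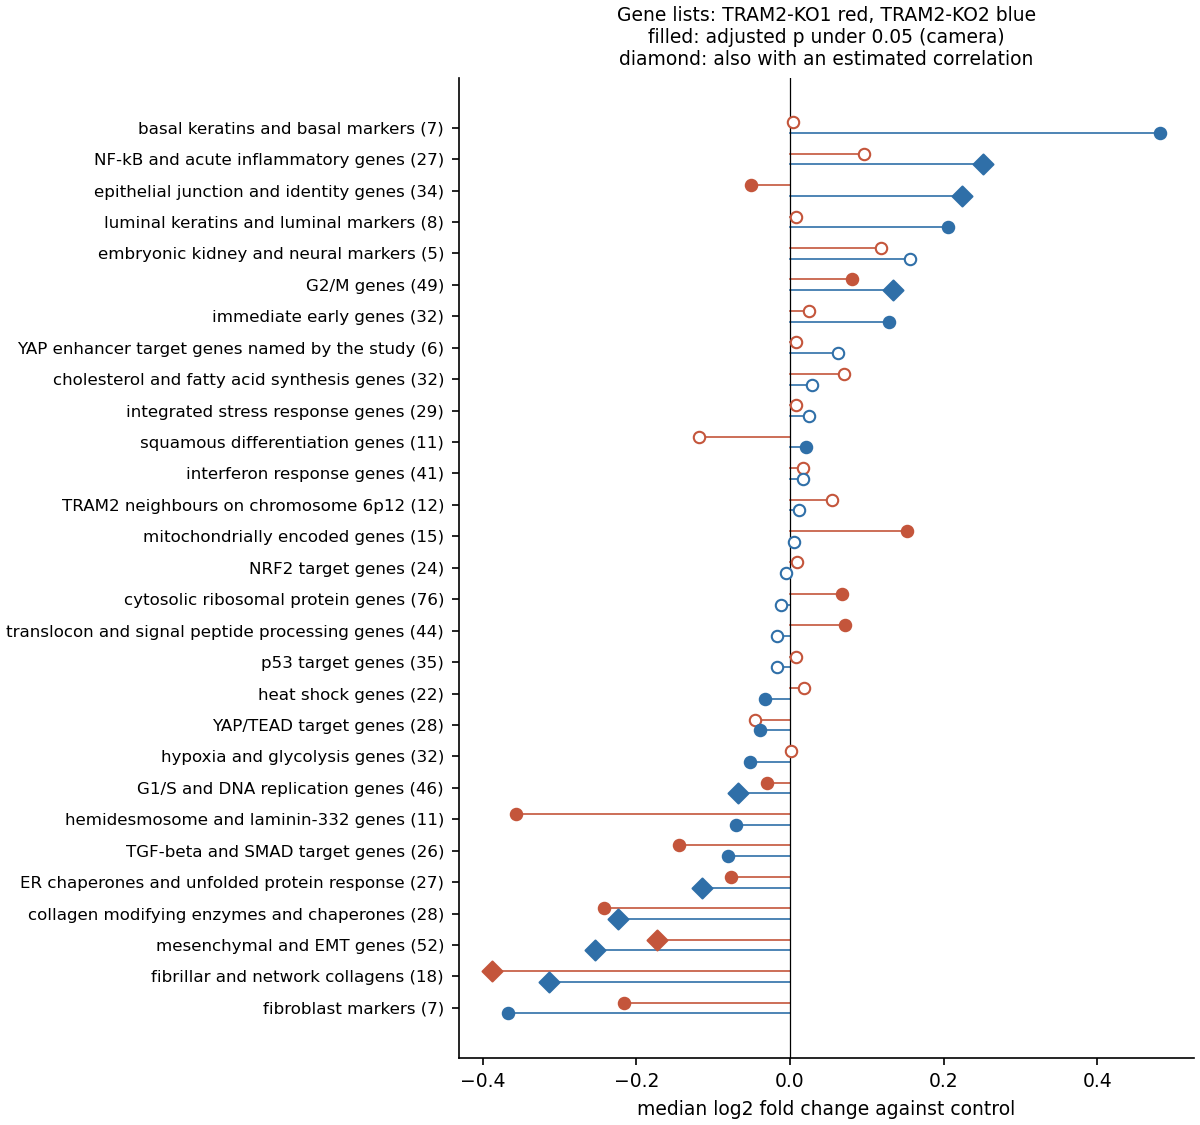
Median log2 fold change of each tested gene list with TRAM2-KO1 (red) and TRAM2-KO2 (blue). Filled symbols passed limma camera and diamonds also with an estimated correlation, as collagens did at medians of -0.39 and -0.31.

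The comparison of TRAM2-KO2 with TRAM2-KO1 asks in which genes the guides differ, at like levels of TRAM2 mRNA. Epithelial junction genes were higher in TRAM2-KO2, 17 of 34 against 0 that were lower (25 and 0 adjusted over the list alone), with a median difference of 0.39. The difference was 0.69 (SE 0.0709, adjusted p = 0.000983) for CLDN1, 0.93 (SE 0.105, adjusted p = 0.0017) for ST14, which encodes the membrane protease matriptase, and 0.50 (SE 0.0761, adjusted p = 0.00885) for PRSS8, which encodes prostasin. ST14 fell with TRAM2-KO1 (-0.84, SE 0.106, adjusted p = 0.00151) and had a value of 0.08 (adjusted p = 0.812) with TRAM2-KO2, from 19.2 CPM in controls to 10.6 and 20.3 CPM. The 5 members of the junction list that fell with TRAM2-KO1 were these proteases and CDH1 (-0.41), CDH3 (-0.47) and SPINT1 (-0.48), 3 genes chosen after their values were seen. CDH1, which encodes E-cadherin, differed between the guides by 0.55 (SE 0.0594, adjusted p = 0.00125). The junction list fell with TRAM2-KO1 in limma camera, with 5 down and 0 up (8 and 0 adjusted over the list alone), at a median of -0.05 (adjusted p = 0.016, and adjusted p = 0.186 with an estimated correlation). With the GC trend removed its median was 0.01 while camera still gave it as lower (adjusted p = 0.0229, and adjusted p = 0.188 with an estimated correlation).

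All 7 measured basal keratins were higher in TRAM2-KO2 than in TRAM2-KO1 (7 adjusted over the list alone), by 0.84 (SE 0.062, adjusted p = 0.000229) for KRT15 and 0.85 (SE 0.0887, adjusted p = 0.00107) for KRT16. With the GC trend removed the median difference of the list went from 0.48 to 0.34, and the list was higher also with TRAM2-KO1, at a median of 0.12 (adjusted p = 0.0101, and adjusted p = 0.335 with an estimated correlation). Hemidesmosome genes were higher in TRAM2-KO2 in 5 of 11 cases and lower in 0 (8 and 0 adjusted over the list alone), with LAMA3 at 0.32. Some mesenchymal genes were lower in TRAM2-KO2, 9 of 52 against 2 that were higher (18 and 7 adjusted over the list alone), with POSTN at -0.43 (SE 0.0333, adjusted p = 0.000229) and DCN at -0.66 (SE 0.0657, adjusted p = 0.000724). In limma camera the adjusted p was 2.83e-20 for junction genes (adjusted p = 0.007 with an estimated correlation), 1.42e-10 for basal keratins (adjusted p = 0.102), 5.63e-07 for hemidesmosome genes (adjusted p = 0.102) and 0.000792 for mesenchymal genes (adjusted p = 0.102). In total 72 genes differed, 63 higher and 9 lower in TRAM2-KO2, and 14 lists passed, 9 up and 5 down. The fold changes followed GC content here too, with a Spearman correlation of 0.53 across genes, a median difference of 0.28 for the 240 genes of highest GC content and a median GC content of 58.1% in the genes called higher. With the GC trend removed, 63 genes were called, 49 higher and 14 lower in TRAM2-KO2, and 50 of the 63 were shared. PRSS8 then went from 0.50 to 0.32 (SE 0.0383), and junction genes had adjusted p = 0.00232 with an estimated correlation. Without library A of TRAM2-KO1 the count was 315, and without library A or B of TRAM2-KO2 it was 41.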

Values the study reported

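The study reported a TRAM2 knockout of approximately 50%, judged from DNA mutations and western blots. By mass spectrometry it reported 21 proteins that were lower and 3 that were higher with both TRAM2 sgRNAs.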

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

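Of the tests of explanations and the splits in this part, only the one that leaves out single libraries for the junction genes was set before its result was seen, and all others were chosen afterwards.

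The guides lowered TRAM2 mRNA alike and still differed from one another in 72 called genes and 14 gene lists, by a test of the difference itself in edgeR and limma camera. With an estimated correlation 1 of the lists passed, and the count of genes was 41 without TRAM2-KO2 A or TRAM2-KO2 B and 315 without TRAM2-KO1 A. The 3 libraries of each group form 10 splits, too few for a share under 0.05, and the highest count in another split was 3 genes and 6 lists.

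Lists that were higher in TRAM2-KO2 than in TRAM2-KO1 began with junction genes, at an adjusted p of 2.83e-20. The adjusted p of the difference was 1.42e-10 for basal keratins, 5.63e-07 for hemidesmosome genes, 0.000274 for G2 and M phase genes and 0.000792 for immediate early genes. It was 0.00232 for luminal keratins and markers, 0.00319 for squamous differentiation genes, 0.00403 for NF-kB genes and 0.00628 for collagens. Lists that were lower in TRAM2-KO2 were translocon genes at 5.39e-06, cytosolic ribosomal protein genes at 2.37e-05, mesenchymal genes at 0.000792, hypoxia and glycolysis genes at 0.0189 and mitochondrially encoded genes at 0.0325. With an estimated correlation the junction list alone passed, at an adjusted p of 0.007. With the GC trend removed the collagen list (adjusted p = 0.15) and the mitochondrially encoded list (adjusted p = 0.192) no longer passed. Collagen enzymes (adjusted p = 0.00827) and targets of YAP and TEAD (adjusted p = 0.0414) then newly passed in limma camera as lower in TRAM2-KO2. With the trend removed and an estimated correlation 4 lists passed, junction genes at 0.00232 and hemidesmosome, G2 and M phase, and hypoxia and glycolysis genes each at an adjusted p of 0.0379.

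Genes higher in TRAM2-KO2, given as the log2 difference between the guides, included the keratin genes KRT13 (0.81), KRT15 (0.84), KRT16 (0.85) and KRT6B (0.51), the junction genes CLDN1 (0.69) and DSG3 (0.60), and the epithelial proteases KLK5 (1.37), ST14 (0.93) and PRSS8 (0.50). Higher too were EPPK1, a cytolinker of epithelial cells (0.93), the secreted protease inhibitor gene WFDC2 (0.85), PADI2 (0.69), PTGS2 (0.54), SYT8 (0.86) and SGPP2, a sphingosine phosphatase gene (1.05). FKBP2 (2.32) and PKD1P5 (1.04) were higher, and EIF2S2P4 (-0.89) lower, and whether their reads are shared with related or overlapping transcripts was not tested. Of the tested genes, 86 had at most 3 reads in 1 library and at least 50 in another. DCN (-0.66) and LYPD6B (-0.56) were lower in TRAM2-KO2. With transcript length offsets FKBP2, SGPP2, PKD1P5, EPPK1, SYT8 and LYPD6B no longer passed.

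Junction genes were higher in TRAM2-KO2 than in TRAM2-KO1, at a median of 0.39. Uneven recovery of GC-rich RNA is argued against as the whole cause, since the list still passed limma camera with the GC trend removed (adjusted p = 0.00232 with an estimated correlation). A single deviating library is argued against by a median difference of at least 0.356 with any 1 of the 6 knockout libraries left out. A difference in the loss of TRAM2 mRNA is argued against by a log2 difference of 0.0118 between the guides, whose interval holds 0. A difference between the populations that received each guide, or between their edited TRAM2 proteins, may remain and was not tested.

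GC-rich genes were lower in TRAM2-KO1. Uneven recovery of GC-rich RNA in single libraries is a candidate explanation, since the correlations with GC content spanned 0.915 among the 3 TRAM2-KO1 libraries. They also varied among the TRAM2-KO2 libraries (0.537, 0.235 and -0.136), whose group shows no such shift. Loss of TRAM2 is argued against, since TRAM2-KO2 lost as much TRAM2 mRNA and its median log2 fold change was -0.0089 for genes with a GC content of 65% or more. No label gives a library batch, so a cause in preparation or sequencing was not tested.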

How the results depend on the processing

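Of the alternatives and tests in this part, GC trend removal, library A alone for TRAM2-KO1 and the removal of genes with vanishing reads were chosen after the data were seen. The cause of the changes was not tested except where fewer genes or samples are themselves the change. TRAM2 and P3H1 stayed below control and past the threshold with both guides in all 19 settings run for them, between -1.20 and -1.11 and between -0.51 and -0.41. FSTL1 passed in all but the transcript length offset, at -0.26 (adjusted p = 0.133) and -0.31 (adjusted p = 0.0502). That offset left 41 called genes for TRAM2-KO1, 57 for TRAM2-KO2 and 26 for the difference between the guides. Without a filter on low counts the counts were 152 for TRAM2-KO1, 108 for the mean of both guides and 162 for the difference. The stricter filter, which tests fewer genes, gave 58 for TRAM2-KO2, and the fit of both knockout groups alone gave 44 for the difference. With the GC trend removed TRAM2-KO1 had 48 and TRAM2-KO2 had 119. With library A alone, which is assumed to vary like the other groups, TRAM2-KO1 had 46, the difference 35 and both guides 14. With no fold limit the counts were 440, 639, 581 and 344, and 243 for both guides. With an estimated correlation 2, 8, 6 and 1 lists passed for TRAM2-KO1, TRAM2-KO2, the mean and the difference. With fry the YAP enhancer target list reversed for TRAM2-KO2 (adjusted p = 0.000321).

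With 1 library left out, the counts ranged from 54 to 352 for TRAM2-KO1, 69 to 106 for TRAM2-KO2, 48 to 97 for the mean, 41 to 315 for the difference and 16 to 25 for both guides, and the lists from 10 to 13, 15 to 18, 13 to 17 and 12 to 15. The highest count of each range of genes came without TRAM2-KO1 A. TRAM2 ranged from -1.20 to -1.15 and from -1.17 to -1.14, FSTL1 from -0.20 to -0.16 and from -0.26 to -0.25, and P3H1 from -0.47 to -0.41 and from -0.51 to -0.46. Over all alternatives, and not only those that leave out a library, 6729 results for named genes kept direction and side of the threshold. Of the others, 153 newly passed, 578 no longer passed and 0 reversed. For lists these were 1911, 32, 136 and 1.

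The letters A, B and C are not stated to pair libraries, and libraries of the same letter had correlations of -0.221 to 0.244, over 0.1 in 2 of 9 pairs. With the letter as a replicate block 76, 84, 55 and 60 genes and 21 for both guides were called, and 12, 17, 16 and 14 lists. TRAM2 then had -1.17 and -1.16, FSTL1 -0.17 and -0.26, and P3H1 -0.43 and -0.48. Of 59293 genes, 15139 passed the filter on reads, and whether greater depth would add to them was not tested.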

Other observations

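Of the tests of explanations and the splits in this part, the one on fibroblasts was set before its result was seen, and the others were chosen afterwards.

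Of 44 translocon and signal peptide genes, 5 rose and 1 fell with TRAM2-KO1 (14 and 4 adjusted over the list alone), at a median of 0.07 and an adjusted p of 8.68e-05 in limma camera (adjusted p = 0.293 with an estimated correlation). With TRAM2-KO2, 2 rose and 4 fell (2 and 4 adjusted over the list alone), at an adjusted p of 0.523 and a median of -0.02. The means were 0.27 and 0.17, well above the medians, and are set by MAGT1, a subunit of the oligosaccharyltransferase. MAGT1 had 1, 1 and 3 estimated reads in the controls, 25.5, 30.3 and 22.8 CPM in TRAM2-KO1 and 6.46, 34.2 and 35.6 CPM in TRAM2-KO2. Its paralog TUSC3 rose by 0.25 and 0.21. Cytosolic ribosomal protein genes had a median of 0.07 with TRAM2-KO1, with 0 of 76 past the test over all genes (15 up and 1 down adjusted over the list alone) and an adjusted p of 8.68e-05 (adjusted p = 0.412 with an estimated correlation). Mitochondrially encoded genes had a median of 0.15 with TRAM2-KO1, with 0 of 15 past the test (1 up and 0 down adjusted over the list alone) and an adjusted p of 0.00708 (adjusted p = 0.578 with an estimated correlation, and adjusted p = 0.0577 with the GC trend removed). Their median with the GC trend removed was 0.12.

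The smaller lists given next passed limma camera with TRAM2-KO2 at the preset correlation, and none of them passed with an estimated correlation. Squamous differentiation genes had 3 up and 0 down of 11 (3 and 0 adjusted over the list alone), among them KRT13, at a median of 0.02, a mean of 0.21 and an adjusted p of 0.0163 (adjusted p = 0.0814 with an estimated correlation). Luminal markers had 0 of 8 past the test (2 up and 0 down adjusted over the list alone), a median of 0.21 and an adjusted p of 0.00358 (adjusted p = 0.0814 with an estimated correlation). Hypoxia and glycolysis genes had 0 up and 4 down of 32 (1 and 4 adjusted over the list alone), with the secreted peptide gene ADM at -0.27, and an adjusted p of 0.00237 (adjusted p = 0.0814 with an estimated correlation). Heat shock genes had 0 up and 2 down of 22 (0 and 3 adjusted over the list alone) and an adjusted p of 0.0442 (adjusted p = 0.301 with an estimated correlation). Fibroblast markers had 0 up and 2 down of 7 with TRAM2-KO1 (1 and 3 adjusted over the list alone) and 0 up and 3 down with TRAM2-KO2 (1 and 3 adjusted over the list alone), at an adjusted p of 0.0259 and 0.00903 (adjusted p = 0.148 and adjusted p = 0.0757 with an estimated correlation). The study reported a reduced protein signature of epithelial to mesenchymal transition with both guides, and backed it with an immunoblot of VIM. VIM, the mesenchymal intermediate filament gene, was chosen here after its values were seen. Its mRNA did not pass with TRAM2-KO1, at -0.08 (SE 0.0281, adjusted p = 0.164), and had -0.40 (SE 0.0282, adjusted p = 2.7e-05) with TRAM2-KO2. IL6, chosen in the same way, rose by 2.33 (SE 0.494, adjusted p = 0.026) with TRAM2-KO2 at a level of 0.568 CPM. Genes of the p53, interferon, integrated stress, NRF2 and cholesterol lists, and embryonic kidney markers, did not pass limma camera with either guide. The 12 measured neighbours of TRAM2 on its chromosome arm had an adjusted p of 0.316 and 0.849, and the single gene that passed was ELOVL5 with TRAM2-KO1, at 0.13 (adjusted p = 0.0421), which no longer passed with the GC trend removed (0.09, adjusted p = 0.145).

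Collagen, mesenchymal, collagen enzyme and ER chaperone lists passed limma camera as lower with both guides, although with TRAM2-KO1 collagen enzymes (adjusted p = 0.052) and ER chaperones (adjusted p = 0.0968, with 9 of 27 genes past the gene test) did not with an estimated correlation. Uneven recovery of GC-rich RNA is argued against as the whole cause, since all 4 lists passed with the GC trend removed and an estimated correlation, at an adjusted p of at most 0.00608 in the mean of both guides. Fibroblasts among the control cells are argued against, since COL1A1, COL1A2 and COL3A1 together held 1.08 CPM in controls, 0.00591% of the 18240 CPM that the 55 fallen members lost, although 6 and 5 of the 7 measured fibroblast markers had negative values with TRAM2-KO1 and TRAM2-KO2 (medians -0.22 and -0.37). A difference of the control cells other than TRAM2 cannot be told apart from the loss of TRAM2, because both groups were set against the same control population. The median difference between the groups in these members, -0.036, decides nothing here, since its members had values of both signs, 14 positive and 38 negative for mesenchymal genes and 15 and 3 for collagens.

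The number of genes called in both guides and in the pooled knockout libraries was set against other splits. For genes called with both guides, 2 of 100 splits reached the real 22, and the highest other gave 25. For genes with both knockout groups pooled, 3 of 84 splits reached the real 41, and the highest other gave 61. For lists in that pooled comparison 3 of 84 splits reached the real 15, and the highest other gave 16. These shares are under 0.05, but splits that mix the groups hold the differences between groups in their spread, so chance is not taken as excluded. The split that set TRAM2-KO1 B, TRAM2-KO1 C and TRAM2-KO2 C apart gave 61 genes and 5 lists and the split that set the TRAM2-KO2 libraries apart gave 45 genes and 16 lists, so such counts are not particular to setting the controls apart. For genes called with both guides, the 2 splits with the TRAM2-KO2 libraries in place of the controls gave 25 and 19. For TRAM2-KO1 and TRAM2-KO2 against control the 10 splits are too few for a share under 0.05, with 73 and 98 genes against a highest other of 1 and 1, and 13 and 18 lists against 8 and 9.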
